A study of Mus musculus with 12 samples. Its data were reported in "YAP contributes to DNA methylation remodeling upon mouse embryonic stem cell differentiation" (2020).

How the data were processed

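RNA was measured in mouse embryonic stem cells (ESCs) of the E14Tg2a line, a feeder-independent line kept undifferentiated with leukemia inhibitory factor. Cells were transfected transiently with a lipid reagent and total RNA was sequenced. In the knockdown experiment the cells received either a mix of Stealth siRNAs against Yap1 (YAP KD) or a scrambled siRNA (CTR KD). In the overexpression experiment they received either a plasmid that expresses mouse YAP from the CAG promoter (YAP OE) or a plasmid that, per the labels, expresses GFP (CTR OE). The paper describes this control as an empty vector, and the files do not settle which it was. The labels give 4 groups of 3 libraries, 12 libraries in all, and number the replicates within each group.

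The authors aligned the reads with STAR to the mm10 genome (GRCm38), and RSEM then assigned them to genes of the curated RefSeq set. Versions of STAR and RSEM and a strand setting are not stated. RSEM divides a read that matches several genes between them by their estimated abundance, so genes that share sequence can exchange reads from library to library. The deposited expected counts are therefore not always whole numbers. They are not normalized. The deposited TPM values are expected counts divided by effective length and scaled to the same sum in every library, and the deposited FPKM values are the corresponding values per kilobase relative to the fragments counted. The FPKM values were only summed per library. Each deposited table holds 24480 genes by symbol, with the abundance-weighted mean transcript length and the effective length of each gene. The authors ran their differential expression analysis with edgeR and did not say which of its tests was used.

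The libraries held between 4.29e+07 and 5.72e+07 expected counts, and between 17618 and 18167 genes had at least 1 count. A total of 147 entries for small RNAs took between 10.3% and 13.2% of the expected counts but between 63.9% and 71.4% of the TPM, because their effective lengths are short. A change in small RNA content therefore moves the TPM of every other gene, and TPM served only in alternative fits. Length minus effective length was between 169 and 185 bases, which reflects the fragment length of each library. Between 7.97% and 8.77% of a library's expected counts were not whole numbers. Every pair of replicates of a group differed by more than sampling noise (chi-square per degree of freedom from 3.54 to 25.7 over genes), so all libraries were counted as separate samples.

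Expected counts were rounded to whole numbers. Each experiment was fitted on its own 6 libraries with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, library sizes were scaled by TMM factors, and YAP was compared with CTR by the quasi-likelihood F test (two-sided), with Benjamini-Hochberg adjustment over the genes kept. A gene with an adjusted p-value under 0.05 was called differentially expressed. The SE of a log2 fold change was computed as its absolute value divided by the square root of F. Expression values are TMM-normalized CPM, given as mean ± SD of 3 libraries. Gene lists were tested with camera from limma 3.58.1 on voom values, with a preset correlation between genes of 0.01 and adjustment over 6 lists in 2 experiments (12 tests). The same lists were also tested with fry and with camera on an estimated correlation. The overlap of the 2 sets of differentially expressed genes was described with Fisher's exact test, and the agreement of fold changes with Spearman's correlation across genes. Genes are not independent replicates, so both were set against the 100 pairs of 3 against 3 splits of the libraries.

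The tests, the samples in each fit, the gene lists and the alternatives were fixed before the data were examined, as was the rule for the genes named. The rule allowed every gene of the fixed lists. From each experiment it took the 5 highest and the 5 lowest log2 fold changes among differentially expressed genes with a mean of at least 50 expected counts, in which all YAP libraries lay on the same side of all CTR libraries. From the genes called in both experiments with opposite directions it took 5. The lists were YAP/TEAD target genes, naive pluripotency genes, formative and primed genes, germ layer and trophoblast genes, p53 target genes and interferon-stimulated genes, with 12 genes tied to DNA methylation and 24 genes of the YAP pathway or markers of cell state read singly. The lists of hypoxia-inducible, 2-cell-stage and imprinted genes were written after the results had been seen.

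The alternatives were relative log expression factors, upper-quartile factors and total counts in place of TMM; no filter beyond 1 count in any library, or at least 1 CPM in at least 3 libraries; DESeq2 1.42.0, the edgeR exact test and limma-voom; 1 fit over all 12 libraries; effective length as an offset; removal of a trend with length (lowess, span 0.3); the replicate number as a block, alone and with the length trend removed; limma-trend on log2(TPM + 1) and log2(TPM + 0.1); stricter thresholds; and each library left out in turn. Removal of a trend with GC content and TPM rescaled by TMM factors were added after seeing the data. GC content came from the protein-coding transcripts of GENCODE vM1, matched by symbol (19036 genes) or, failing that, by another symbol of the same gene (1332 genes), and covered 93.7% of the genes tested in the knockdown and 93.5% of those tested in the overexpression. That annotation is on an older build (NCBIM37), so none of its coordinates are given. Gene positions are from the RefSeq annotation of GRCm38.p6.

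The tests were tried on simulated counts drawn from the means and library sizes of the real libraries. In 10 draws, 200 genes were changed, all with a mean of at least 50 counts. With dispersions from the fitted trend, over 14499 genes tested, the quasi-likelihood test recovered 99.3% of genes changed by 1 on the log2 scale and 89.8% of those changed by 0.5, and 4.24% of its calls were false. With a separate dispersion for each gene, over 14495 genes tested, 6.96% of its calls were false, against 14.8% for the edgeR exact test, 6.82% for limma-voom and, over 14606 genes, 9.35% for DESeq2. Among 100 simulated lists of unchanged genes, 4% had a p-value under 0.05 with camera, 5% with fry and 0% with camera on an estimated correlation. Genes were simulated independently of each other and without a GC trend. These shares therefore do not show how the list tests behave on the correlated genes of real libraries. Chromatin and DNA methylation were not analysed here, and enrichment of gene ontology terms was not run here. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.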

Results

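To follow the transcriptional effect of the Yes-associated protein (YAP), a transcriptional coactivator of the Hippo pathway that binds DNA through TEAD factors, expression was profiled in undifferentiated mouse ESCs in 2 experiments. In the first, YAP was transiently knocked down with siRNAs (YAP KD) and compared with a scrambled siRNA (CTR KD). In the second, YAP was expressed from a plasmid (YAP OE) and compared with a control plasmid (CTR OE), which the labels describe as GFP. Each of the 4 groups had 3 independent libraries, and the experiments shared no control library. Libraries held from 4.29e+07 to 5.72e+07 expected counts, and replicates correlated with r between 0.994 and 0.997 on the log2 scale across genes. The common biological coefficient of variation was 5.66% in the knockdown and 4.43% in the overexpression.

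The level of the targeted gene was examined first. Yap1 lies on chromosome 9 of mm10 (7931999 to 8004638) and encodes the protein. Its expression was 124.9 ± 9.16 CPM in CTR KD and 56.5 ± 1.72 CPM in YAP KD (mean ± SD, n = 3), so that 45.3% of the control level was left. The log2 fold change was -1.14 (SE 0.0568, edgeR quasi-likelihood adjusted p = 4.357492e-05). In the overexpression it rose from 133 ± 1.96 CPM in CTR OE to 260 ± 16.8 CPM in YAP OE, a log2 fold change of 0.97 (SE 0.0470, edgeR adjusted p = 3.471368e-08). Reads from the plasmid and from the endogenous gene were counted together, since the plasmid carries the mouse coding sequence. All 6 treated libraries lay on the labelled side of their controls.

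**Figure D1:**
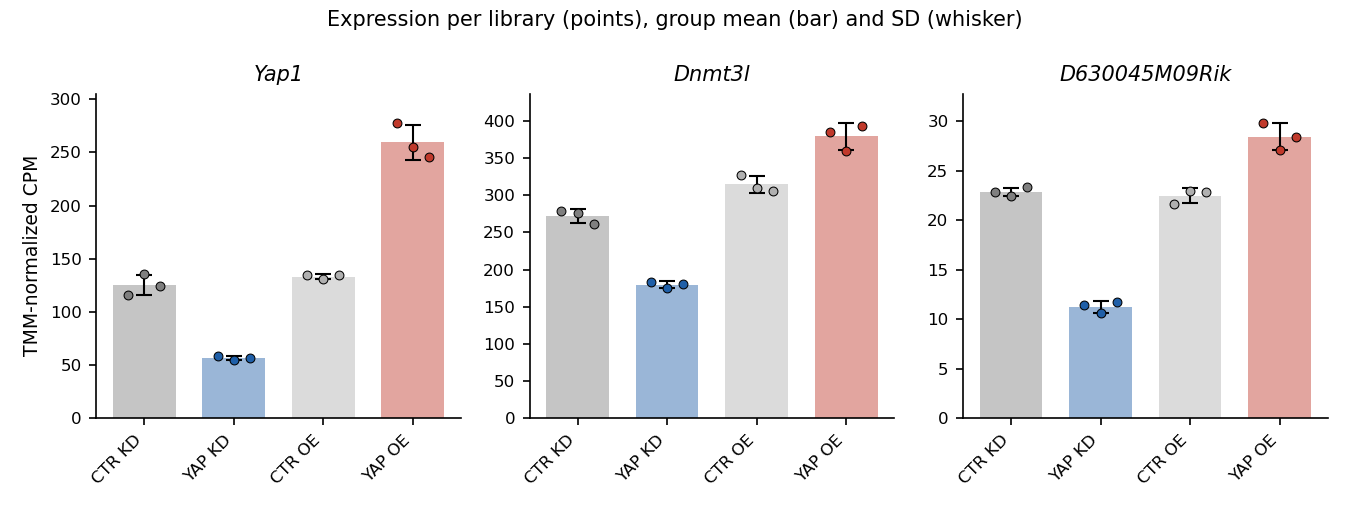
Expression of Yap1, Dnmt3l and the long noncoding RNA gene D630045M09Rik in the 12 libraries, in TMM-normalized CPM on a vertical axis that starts at 0. Points are libraries, bars are means of 3 and whiskers are SD. For each of the 3 genes, the YAP KD points lie below the CTR KD points and the YAP OE points lie above the CTR OE points.

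The first comparison asked which genes respond when YAP falls. Of 14606 genes tested, 802 were differentially expressed between YAP KD and CTR KD in the edgeR quasi-likelihood test. Of these, 406 (50.6%) were downregulated and 396 (49.4%) were upregulated, and over the alternative fits and left-out libraries the upregulated share ranged from 41.8% (without CTR KD replicate 1) to 51.8% (without CTR KD replicate 2). The changes were small. The median absolute log2 fold change of the called genes was 0.34, 156 of them changed by at least 1.5-fold (80 upregulated, 76 downregulated) and 36 by at least 2-fold. Among the planned processing alternatives, limma-trend on log2(TPM + 0.1) moved this count most, to 47 genes. Left-out libraries mattered too: 298 genes were called without CTR KD replicate 3 and 1019 without CTR KD replicate 2. For 88 of the 802 genes at least 1 expected count was not a whole number, so reads were shared with another gene.

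Among the genes that the rule selected, the largest increases in YAP KD were those of Ndufa4l2, Grin1, Crispld2, Esam and Cd37. Ndufa4l2 went from 0.484 ± 0.0723 to 2.23 ± 0.782 CPM, with a log2 fold change of 2.21 (SE 0.292, edgeR adjusted p = 0.002999483). Grin1 had a log2 fold change of 1.67 (SE 0.132), although its expected counts were not whole in any library and it shares reads with another gene. The log2 fold changes of Crispld2, Esam and Cd37 were 1.52, 1.15 and 1.07. The largest decreases were those of Klhdc7a, Lamb3, Yap1 itself, Slc16a9 and D630045M09Rik. Klhdc7a fell from 7.86 ± 0.631 to 3.19 ± 0.120 CPM, a log2 fold change of -1.30 (SE 0.0894, edgeR adjusted p = 0.0001098712). Lamb3 had a log2 fold change of -1.21 (SE 0.160) and Slc16a9 one of -1.12 (SE 0.0848).

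The second comparison asked which genes respond when YAP is raised. Of 14804 genes tested, 316 were differentially expressed between YAP OE and CTR OE, fewer than in the knockdown. Upregulated genes prevailed, with 246 (77.8%) against 70 downregulated genes. Over the alternative fits and left-out libraries that share ranged from 68.0% (without YAP OE replicate 2) to 94.1% (log2(TPM + 0.1), 68 genes), with 68.2% of 556 genes without a filter beyond 1 count and 85.9% of 256 genes under total counts. A fold change of at least 1.5 was reached by 76 genes (70 upregulated, 6 downregulated) and one of at least 2 by 34. For 50 of the 316 genes (15.8%) at least 1 expected count was not whole. Limma-trend on log2(TPM + 0.1) moved the count most among the alternatives set before the data were examined, to 68 genes, and dropping CTR OE replicate 3 left 154.

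The largest increases in YAP OE, by the same rule, were those of Ndufa4l2, Aox3, Usp17le, 3830417A13Rik and Agpat9 (Gpat3). Ndufa4l2 went from 0.711 ± 0.322 to 2.46 ± 0.781 CPM (log2 fold change 1.77, SE 0.279, edgeR adjusted p = 0.002586638), and so rose in both experiments. Its call in YAP OE was lost under 1 of 17 alternatives, log2(TPM + 1) rescaled by TMM factors, and its adjusted p ranged up to 0.0573. Aox3 had a log2 fold change of 1.33 (SE 0.194), 3830417A13Rik 1.22 (SE 0.140) and Agpat9 1.22 (SE 0.0995). Usp17le, at 1.24 (SE 0.196), belongs to a family of near-identical copies between which its reads were divided. The largest decreases were those of Lars2, Gdf1, Wt1, Ppp1r3fos (Flicr) and Notum. Lars2 fell from 470.2 ± 273 to 187 ± 50.4 CPM, a log2 fold change of -1.33 (SE 0.271, edgeR adjusted p = 0.01601479). Whether all reads counted as Lars2 come from its mRNA could not be checked in these files. The size of this change rested on CTR OE replicate 2, without which it was -0.75. The call itself was lost without YAP OE replicate 1 (-1.27) or replicate 3 (-1.19), and it held under 14 of the 17 other alternatives, whose adjusted p ranged from 7.188209e-10 to 0.2770461. The log2 fold change of Gdf1 was -1.03 (SE 0.186), but it overlaps Cers1, and the summed counts of both genes did not differ. Wt1, at -0.78 (SE 0.167), was no longer called in 3 of the 6 fits that each left out 1 library. Ppp1r3fos, at -0.66 (SE 0.145), was called in none of these 6 fits, where its log2 fold change ran from -0.71 to -0.62, and its expected counts were not whole. Notum, with a log2 fold change of -0.57 (SE 0.0790), kept its call in all 6 fits that left out 1 overexpression library. Its call held under 15 of the 17 other alternatives. It was lost in limma-trend on log2(TPM + 1) (adjusted p = 0.179) and on log2(TPM + 0.1) (adjusted p = 0.158).

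The third comparison set the experiments against each other, to find genes that follow the YAP level in both directions. Of 14521 genes tested in both, 799 were called in the knockdown and 308 in the overexpression, and 121 were called in both, where independent lists would share 16.9. The odds ratio was 12.9 (Fisher's exact test across genes, two-sided p = 1.108656e-72). Among the 121 genes, 80 were downregulated in YAP KD and upregulated in YAP OE, 22 had the reverse pattern and 19 moved in the same direction (17 upregulated, 2 downregulated). Opposite directions thus accounted for 84.3%. Without a threshold on the overexpression, 353 of 405 genes downregulated in YAP KD (87.2%) had a positive log2 fold change in YAP OE, and 293 of 394 upregulated genes (74.4%) had a negative one. Across all genes tested in both, Spearman's correlation of the log2 fold changes was -0.29 (Pearson -0.26), and across the genes called in YAP KD it was -0.60. On log2(TPM + 0.1) only 3 genes were common to both experiments, and without CTR OE replicate 3 the common genes numbered 71.

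**Figure D2:**
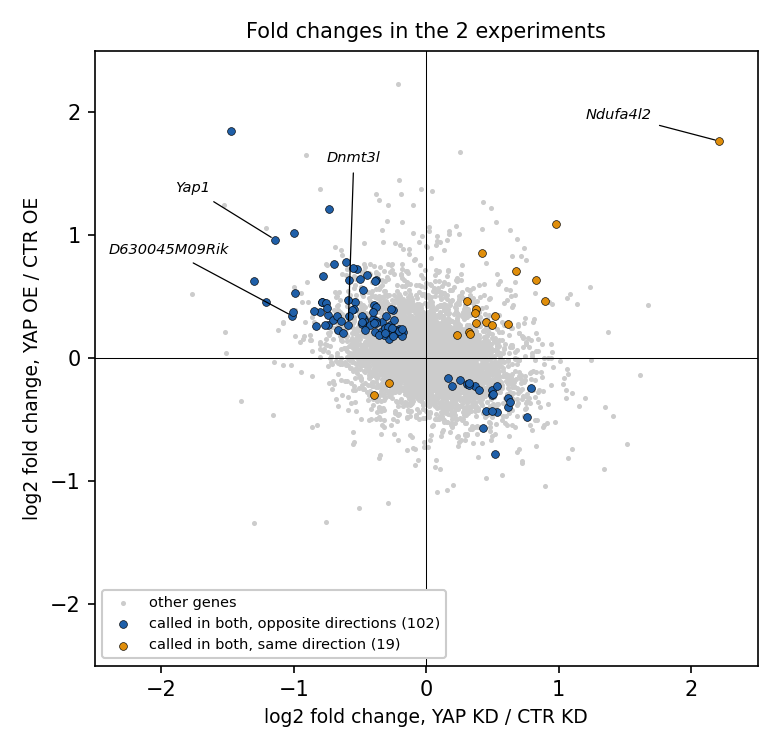
Log2 fold change in YAP KD against CTR KD (horizontal axis) and in YAP OE against CTR OE (vertical axis) for the 14521 genes tested in both experiments, each point a gene. Blue points mark the 102 genes called in both experiments with opposite directions, most of them in the upper left part, and orange points the 19 called in both with the same direction.

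Of the genes called in both with opposite directions, the rule selected Yap1, Amotl2, Fgfbp1, Tgm1 and Mme. Amotl2 had a log2 fold change of -0.74 (SE 0.0581) in YAP KD and 0.35 (SE 0.0400) in YAP OE. For Fgfbp1 the values were -0.995 (SE 0.0638) and 0.53 (SE 0.0596), for Tgm1 -0.76 (SE 0.0618) and 0.45 (SE 0.0533), and for Mme -1.01 (SE 0.0812) and 0.38 (SE 0.0486). None of these genes had a non-whole expected count. In YAP OE the calls of Amotl2, Tgm1 and Mme held under 15 of 17 alternatives and were lost on both TPM scales without rescaling. Yap1 and Fgfbp1 kept theirs under all 17.

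A set of 12 genes tied to DNA methylation was read singly, as the study asked whether YAP acts on de novo methylation. In each experiment 2 of the 12 were called over all genes tested, and they were Dnmt3l and D630045M09Rik both times. Adjusted over the list alone, the calls were 4 in YAP KD, with Dnmt3a and Lin28a added, and 2 in YAP OE. The study chose several of these genes on the same libraries, so the list is not independent evidence. Dnmt3l (chromosome 10, 78042287 to 78063622) encodes a cofactor of the de novo methyltransferases without enzymatic activity. It fell from 271.6 ± 9.28 to 180.5 ± 4.21 CPM in YAP KD, a log2 fold change of -0.59 (SE 0.0421, edgeR adjusted p = 0.0001219322). In YAP OE it rose from 314.7 ± 11.1 to 379.8 ± 15.9 CPM, a log2 fold change of 0.27 (SE 0.0452, edgeR adjusted p = 0.00399417), and it was no longer called without CTR OE replicate 3, at a log2 fold change of 0.25. D630045M09Rik (chromosome 13, 73344665 to 73347384), now named Eprn or ephemeron, is a long noncoding RNA gene. Its level went from 22.8 ± 0.457 to 11.3 ± 0.615 CPM in YAP KD, 49.6% of the control (log2 fold change -1.01, SE 0.0565, edgeR adjusted p = 6.683655e-05). In YAP OE it went from 22.4 ± 0.777 to 28.5 ± 1.29 CPM (log2 fold change 0.34, SE 0.0494, edgeR adjusted p = 0.001236468). Both calls in YAP OE held under 15 of 17 alternatives and were lost on both TPM scales without rescaling, where the adjusted p rose to 0.395 for Dnmt3l and 0.345 for D630045M09Rik.

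The methyltransferases themselves changed little. Dnmt3a had a log2 fold change of 0.18 (SE 0.0485, edgeR adjusted p = 0.07149903) in YAP KD and -0.099 (SE 0.0425, adjusted p = 0.3191718) in YAP OE. The increase of Dnmt3a in YAP KD was called under 3 of 17 alternatives, namely the fit over all 12 libraries, the edgeR exact test and removal of the GC trend. Its adjusted p ranged from 0.0130 to 1 among them all. Of the 6 fits that left out 1 library, 1 called it, the fit without CTR KD replicate 2 (log2 fold change 0.22, edgeR adjusted p = 0.00927). The change of Dnmt3b was within the spread between replicates in both experiments, at -0.058 (SE 0.0540) and -0.043 (SE 0.0527). Lin28a had a log2 fold change of -0.16 (SE 0.0446) in YAP KD. Its unadjusted edgeR p was 0.005806009 and its adjusted p 0.07891422, and it was called under 2 of 17 alternatives, the fit over all 12 libraries and removal of the GC trend (adjusted p from 0.0254 to 1 over the 17). Lin28b did not differ in either experiment.

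Of 24 genes of the YAP pathway and markers of cell state, 4 of the 21 tested were called in YAP KD and 7 of the 23 tested in YAP OE. Adjusted over the list alone, the numbers were 9 and 8. Yap1, the targeted gene, is counted in each of these numbers. The study discusses the genes of this list, some of them from these same libraries, so the list is not independent evidence. The YAP target Ctgf (Ccn2) fell in YAP KD with a log2 fold change of -0.71 (SE 0.0585, edgeR adjusted p = 0.0002210629) and rose in YAP OE with 0.31 (SE 0.0462, edgeR adjusted p = 0.001499488). The Ctgf call in YAP OE held under 15 of 17 alternatives. It was lost in limma-trend on log2(TPM + 1) (adjusted p = 0.567) and on log2(TPM + 0.1) (adjusted p = 0.571). Cyr61 (Ccn1), another target, rose in YAP OE from 8.39 ± 0.317 to 16.8 ± 1.27 CPM (log2 fold change 1.00, SE 0.0668, edgeR adjusted p = 1.183067e-06). In YAP KD it stayed within the spread between replicates, at 6.33 ± 1.27 and 6.22 ± 0.444 CPM. Wwc2 moved by -0.46 (SE 0.0691) and 0.23 (SE 0.0464), although its call in YAP OE held under only 13 of 17 alternatives and was lost without CTR OE replicate 2 (0.21) or replicate 3 (0.23). Lats2 was called only in YAP OE, at 0.43 (SE 0.0803), and not without CTR OE replicate 3, where it was 0.38. The pluripotency genes Pou5f1, Sox2 and Nanog were not called in either experiment, and their log2 fold changes ran from -0.13 to 0.069. Nanog in YAP KD, at -0.13 (SE 0.0394), was called under 2 of 17 alternatives (adjusted p from 0.0396 to 1 over the 17). Cdx2 and Gata3, markers of trophoblast, were called in YAP OE with log2 fold changes of 2.05 (SE 0.303) and 1.84 (SE 0.251). Their levels were low, at 0.631 ± 0.0198 and 1.04 ± 0.162 CPM in YAP OE.

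Gene lists were tested next, each against all other genes with camera and a preset correlation. In YAP KD, 4 of 6 lists were past the threshold. YAP/TEAD target genes were lower (19 genes tested, adjusted p = 0.02620544), with 14 of the 19 decreased and a median log2 fold change of -0.041. p53 target genes were lower (16 genes, adjusted p = 3.647224e-05), with 14 of the 16 decreased and a median of -0.13. Formative and primed genes were higher (12 genes, adjusted p = 0.02620544, median 0.21), as were interferon-stimulated genes (9 genes, adjusted p = 0.009497801, median 0.14). Naive pluripotency genes (adjusted p = 0.2959135) and germ layer and trophoblast genes (0.1932249) were not past it. In YAP OE, 5 of 6 lists were past the threshold. YAP/TEAD target genes were higher (adjusted p = 1.561622e-05, median 0.14, 12 of 19 increased), together with germ layer and trophoblast genes (0.0004913851, median 0.36, 9 of 15) and p53 target genes (0.02419383, median 0.059, 13 of 17). Formative and primed genes were lower (2.878954e-05, median -0.22, 11 of 12 decreased), and so were naive pluripotency genes (0.005984893, median -0.040, 13 of 16). Interferon-stimulated genes were not past it (0.1594606).

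These list results depended on how the correlation between genes was treated. Under fry, the p53 and interferon lists held in YAP KD, and the YAP/TEAD, naive pluripotency and germ layer lists held in YAP OE, where the interferon list was also past the threshold (adjusted p = 0.03585804). With the correlation estimated from the data, 0 of 12 list results were past the threshold and 3 had an unadjusted p under 0.05. Single genes of the lists show the scale of the changes. Zic2, a formative gene, had a log2 fold change of 0.50 (SE 0.0912) in YAP KD and -0.43 (SE 0.0609) in YAP OE, and its call in YAP KD was lost in 3 of the 6 fits that left out 1 library, with values of 0.50 without CTR KD replicate 3, 0.47 without YAP KD replicate 1 and 0.47 without YAP KD replicate 3. Krt8 rose in both experiments, by 0.37 (SE 0.0518) and 0.36 (SE 0.0562). Tfap2c was called in YAP KD at 0.47 (SE 0.0570) and not in YAP OE, at -0.16 (SE 0.0454, edgeR adjusted p = 0.09345563).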

Values the study reported

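The study reported that expression of 1196 genes was deregulated after YAP knockdown, of which 54% were downregulated. After YAP overexpression it counted 488 transcripts, with 73% overexpressed and 27% underexpressed. It gave 215 genes as common to both data sets. Of these, 134 went down in the knockdown and up in the overexpression, and 46 did the reverse. For Lin28a in knockdown cells it gave a decrease with p = 0.0042.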

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

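The tests in this part were chosen after the result was seen. A signal appeared in a measure that none of the comparisons used, the mean transcript length that RSEM gives each gene from its estimate of isoform abundance. For Yap1 this length was 4143.2 ± 0.298 bases in CTR OE and 4165.1 ± 0.579 bases in YAP OE (SD, n = 3), a difference of 21.9 bases. In limma on log2 length, with adjustment over the 3627 genes tested, it had an adjusted p of 0.004477537. In the knockdown the length was 4143.9 ± 1.16 bases in CTR KD and 4142.3 ± 1.87 bases in YAP KD, with an adjusted p of 0.997. A general shift of assigned lengths between the groups is argued against, since 1 gene of the 3627 changed in YAP OE and that gene was Yap1. In the GENCODE vM1 annotation, 2 full-length Yap1 transcripts differ by an internal exon of 48 bases. By the fold change of the counts, added reads made up 48.8% of the Yap1 reads in YAP OE. If the added transcripts all carry this exon and made up the same share of transcripts, the mean length would rise by at most 23.4 bases. The plasmid carries only the coding sequence, so its share of transcripts can exceed its share of reads. The 23.4 bases are therefore not a firm bound. The 21.9 bases observed lie under that value, and a candidate explanation is that the expressed coding sequence includes the exon. Most endogenous transcripts of these cells would then lack it. A shift somewhat above 23.4 bases would not have spoken against this explanation, so the comparison hardly tests it. That the length was longer had already been seen. It stays open whether the missing untranslated regions of the plasmid transcript also moved the isoform estimates, which would affect the Yap1 counts as well. No biological explanation was tested.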

How the results depend on the processing

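Removal of the trend with GC content and the rescaling of TPM by TMM factors were added after seeing the data. All other alternatives were set before the data were examined. Yap1 kept its direction and its call in both experiments under every alternative that was run, and so did the direction of every list past the threshold.

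In YAP KD (802 genes), 1261 genes were called in 1 fit over all 12 libraries, 1373 after removal of the GC trend, 275 at an adjusted p under 0.01, 156 with a fold change of at least 1.5 added, 74 on log2(TPM + 1) and 47 on log2(TPM + 0.1). In YAP OE (316 genes), the count was 518 in the edgeR exact test, 556 without a filter beyond 1 count in any library, 137 at an adjusted p under 0.01, 76 with the fold change added, 87 on log2(TPM + 1), 68 on log2(TPM + 0.1) and 148 on log2(TPM + 1) after rescaling by TMM factors. The genes called in both experiments (121) numbered 207 in the exact test, 192 without the filter, 41 at an adjusted p under 0.01, 12 with the fold change added, 6 on log2(TPM + 1), 3 on log2(TPM + 0.1) and 54 after rescaling. Those downregulated in YAP KD and upregulated in YAP OE (80) numbered 125 in the exact test, 32 at an adjusted p under 0.01, 8 with the fold change added, 4 and 2 on the 2 TPM scales and 39 after rescaling. The stricter thresholds lower counts by construction. The fit over all 12 libraries kept 791 of the 802 calls in YAP KD and the exact test kept all of them. In the simulations the exact test also had the larger share of false calls. Rescaling TPM by TMM factors raised the knockdown count from 74 to 666 genes. The low knockdown count on log2(TPM + 1) thus went with the scaling of TPM, of which small RNAs took most. In YAP OE the same rescaling raised the count only from 87 to 148 genes, against 316 in the main fit. The common genes rose only from 6 to 54, against 121. Scaling alone therefore does not account for these 2 low counts. For the other settings the cause was not tested.

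Replicate numbers were shared between groups. The deviations of same-numbered libraries from their group means correlated at -0.51, -0.43 and 0.13 in the knockdown and at 0.044, 0.11 and -0.044 in the overexpression. These values gave no sign that the numbers pair the libraries. The GC trend of single libraries was not removed for this check, so a pairing is not excluded. With the replicate number as a block, 193 genes were called in YAP KD, 62 in both experiments and 39 down in YAP KD and up in YAP OE. With the length trend removed as well, these were 208, 74 and 45, and 2 of the YAP pathway and marker genes were called in YAP KD.

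Spearman's correlation between the experiments was -0.27 in the fit over all 12 libraries, -0.33 for genes with at least 1 CPM in at least 3 libraries, -0.15 in DESeq2, -0.15 without a filter beyond 1 count, -0.32 on log2(TPM + 1) with or without rescaling and -0.31 on log2(TPM + 0.1). Pearson's correlation was -0.26. The values nearest 0 came from the fits that admit genes with few counts.

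Of the lists, germ layer and trophoblast genes in YAP KD came past the threshold with genes of at least 1 CPM in at least 3 libraries (adjusted p = 0.0250), where interferon-stimulated genes in YAP KD fell short (0.0543). Under fry, the YAP/TEAD list in YAP KD (0.0901), the formative and primed list in YAP KD and in YAP OE (0.0837 in both) and the p53 list in YAP OE (0.188) were no longer past it, and the interferon list in YAP OE was (0.0359). With camera on an estimated correlation, the adjusted p was 0.439 for the YAP/TEAD list, 0.308 for the formative and primed list, 0.107 for the p53 list and 0.170 for the interferon list in YAP KD. In YAP OE it was 0.185 for the YAP/TEAD, the formative and primed and the germ layer lists, 0.170 for the naive pluripotency list and 0.405 for the p53 list. At an unadjusted p under 0.05 that test left 3 list results. Across the 5 alternatives other than left-out libraries, the lowest adjusted p in YAP KD was 0.0272 for the YAP/TEAD list, 0.0274 for formative and primed genes, 3.008384e-05 for p53 targets and 3.319468e-05 for interferon-stimulated genes. In YAP OE it was 2.097273e-05 for the YAP/TEAD and the formative and primed lists, 0.000472 for the germ layer list, 0.00620 for the naive pluripotency list and 0.0186 for p53 targets. Of the DNA methylation genes, 4 were called in YAP KD in the fit over all 12 libraries and after removal of the GC trend, and 0 in YAP OE on either TPM scale, where 2 of them had an unadjusted p under 0.05 on each scale. Of the YAP pathway and marker genes, 9 were called in YAP KD after removal of the GC trend and 2 on either TPM scale, and 4 in YAP OE on either TPM scale.

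Leaving out 1 library at a time gave 298 (without CTR KD replicate 3) to 1019 (without CTR KD replicate 2) genes in YAP KD and 154 (without CTR OE replicate 3) to 327 genes in YAP OE. Genes called in both ranged from 71 to 133 and those down in YAP KD and up in YAP OE from 47 to 87, across 12 such fits, and the correlation from -0.29 to -0.25. DNA methylation genes called in YAP KD were 2 to 3, with 3 without CTR KD replicate 2. In YAP OE they were 1 to 2, with 1 left without CTR OE replicate 3. The adjusted p of the lists ranged from 0.000865 to 0.0834 for YAP/TEAD and from 0.00736 to 0.110 for formative and primed genes in YAP KD, and from 0.00363 to 0.265 for p53 targets in YAP OE. Naive pluripotency genes in YAP KD ranged from 0.0502 to 0.908 and turned to a higher direction without CTR KD replicate 2 (0.908). With 2 libraries in a group a fit has less power, which lowers counts by construction. That does not account for the rise without CTR KD replicate 2.

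Apart from the naive pluripotency list in YAP KD, signs changed only for single genes that were not called, in fits without 1 library. The log2 fold change of Cyr61 in YAP KD ranged from -0.19 (without CTR KD replicate 1) to 0.090 and became 0.090 without CTR KD replicate 2, 0.013 without CTR KD replicate 3 and 0.0080 without YAP KD replicate 3. Sox2 became -0.028 in YAP KD without CTR KD replicate 1 (0.058 without CTR KD replicate 2) and 0.0098 in YAP OE without YAP OE replicate 1 (-0.072 without YAP OE replicate 2). Usp17le became 0.11 in YAP KD without YAP KD replicate 3 (-0.24 without YAP KD replicate 2). In YAP OE, Dnmt3b became 0.0092 without CTR OE replicate 1 and 0.00037 without YAP OE replicate 3 (-0.073 without YAP OE replicate 2), and Gadd45a became 0.0051 without CTR OE replicate 1 and 0.0048 without YAP OE replicate 1 (-0.089 without YAP OE replicate 3). Among 468 comparisons of single genes in fits without 1 library, 31 became weaker and 5 stronger across the threshold, besides 10 with a changed sign. Among 1320 comparisons of single genes across the settings that left out no library, 88 changed their side of the threshold (67 weaker, 21 stronger).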

Other observations

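The tests in this part were chosen after the result was seen.

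The count of genes called between YAP OE and CTR OE was 316. That is lower than the value quoted from the study above. The count of genes called in both experiments was 121. That is lower than the value quoted from the study above. Genes downregulated in YAP KD and upregulated in YAP OE numbered 80. That is lower than the value quoted from the study above. Genes with the reverse pattern numbered 22. That is lower than the value quoted from the study above. The edgeR exact test is an exception in this part, as it was among the alternatives set before the data were examined. That test gave 518, 207, 125 and 46 genes for these 4 counts, and 1178 genes for YAP KD.

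Libraries of the same experiment were split in every other way into 3 against 3, to see how often chance gives results as large. The real split alone gave 802 genes in the knockdown (1 of the 10 splits), where the largest other split gave 7. It alone gave 316 in the overexpression (1 of the 10 splits), where every other split gave 0, and at most 828 genes at an unadjusted p under 0.05 against 1945. For gene lists, the real split gave 4 in the knockdown and 5 in the overexpression, more than any other (1 of the 10 splits each), but other splits gave up to 3 lists in each experiment, although each of these still sets 2 YAP libraries against 1. List results by camera with a preset correlation are thus less certain than the gene counts. Of the 100 pairs of splits, 1 gave 121 genes called in both, 1 gave 102 in opposite directions and 1 gave 19 in the same direction, the real pair each time. The other 99 pairs gave 0 common genes, and at most 183 at an unadjusted p under 0.05 in both against 762. The 0 was nearly fixed in advance, since the other splits called at most 7 genes in the knockdown and 0 in the overexpression. These pairs therefore cannot tell whether the 2 gene lists share more genes than unrelated lists would. The 10 splits of 1 experiment alone decide nothing, since their share cannot be under 0.1.

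The correlation between the experiments was also set against the 100 pairs. A correlation at least as large in absolute value as the real one (-0.292) came from 2 of the 100 pairs, the real one and a pair in which replicates 2 and 3 of the YAP groups were set with replicate 1 of the controls (-0.2997258). Another pair nearly reached it (-0.289). Neither of these other pairs had a gene called in both, where they had 179 and 136 genes at an unadjusted p under 0.05 in both. Libraries differed in their trend with GC content. The Spearman correlation between a gene's GC content and its deviation from the group mean was 0.73 for CTR KD replicate 2, against -0.49 and -0.57 for the other CTR KD libraries. In the overexpression it ran from -0.52 for CTR OE replicate 2 to 0.43 for CTR OE replicate 1. With the GC trend removed, the correlations of these other pairs shrank to -0.249 and -0.159 and the real one was -0.296 (-0.2961212 unrounded), which argues against the GC trend as the origin of the real one. The GC trend also does not account for the calls. With it removed, 797 of the 802 genes were still called in YAP KD and 306 of the 316 in YAP OE. The coefficient of variation fell from 5.66% to 4.50% in the knockdown and from 4.43% to 4.07% in the overexpression. The larger number of calls in YAP KD, 1373 in all, may therefore reflect lower noise rather than a different effect.

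Most genes that moved in the same direction in both experiments are known to respond to low oxygen. Of the 19 genes, 11 are on a list of 47 hypoxia-inducible genes written after they were seen, and all 11 were upregulated. They were Ndufa4l2, Slc16a3, Egln3, Bnip3, Ldha, Pgk1, Bhlhe40, Ddit4, Ak4, Slc2a1 and Ero1l. In the knockdown libraries 0 of the 19 genes had a non-whole expected count, which gives no sign of shared reads. The overexpression libraries were not counted for this. A whole count also does not exclude sharing, as Gdf1 had 328 and 267 counts in CTR OE replicates 1 and 2, where the overlapping Cers1 had 0. The GC trend is argued against, since all 11 were still called in both experiments after its removal. The other 36 genes of the list, not among the 19, were a test that could have failed. Of them, 24 (66.7%) were higher in both experiments, against 19.6% of all genes tested in both, with medians of 0.19 in YAP KD and 0.12 in YAP OE. Set against the median of all genes, which no scaling factor of a library can alter, 24 (66.7%) lay above it in both experiments, compared with 19.7% of all genes, and this argues against the scaling of the libraries. With fry the adjusted p for the 36 genes was 0.0119 in YAP KD (28 of 36 higher) and 0.0452 in YAP OE (30 of 36). The unadjusted fry p was 0.00596 and 0.0339. The adjustment also covered the lists of 2-cell-stage and imprinted genes below, and the full lists with the genes seen first. Those full lists were bound to give low values, which favours the other tests. The YAP OE value lies close to 0.05 and is not firm. Their mean change relative to the controls was from 0.12 to 0.22 in the YAP KD libraries, above every CTR KD library, and from 0.078 to 0.17 in the YAP OE libraries, above every CTR OE library. These values are consistent with a small rise of a hypoxia-inducible program in both experiments. Whether YAP in either direction causes it, or culture density, oxygen or the transfection differed between the YAP and control wells, cannot be told apart with these 24 genes, because every YAP well had the same treatment. None of the listed genes is on another list used here, and 43 of the 47 were above 1 CPM in the controls.

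Genes of the 2-cell stage, which a small fraction of ESCs expresses at any time, moved with the YAP level. Members of the Zscan4 family had been noticed first. RSEM divides reads between its 5 copies present here, but the summed counts also fell in YAP KD (log2 fold change -0.38, SE 0.0693, edgeR adjusted p = 0.01240683) and rose in YAP OE (0.53, SE 0.0704, adjusted p = 0.0005872103), which argues against exchange of reads within the family. For the summed Usp17l family the rise in YAP OE was 0.94 (SE 0.119, adjusted p = 0.0004599919), with no change in YAP KD (adjusted p = 0.773). Of 20 further genes of the list tested in both experiments, 18 (90%) were lower in YAP KD and higher in YAP OE, against 28.8% of all genes. With fry the further genes had an adjusted p of 0.0119 in YAP KD (19 of 20 lower) and 0.0256 in YAP OE (22 of 23 higher). Set against the median of all genes, 18 (90%) lay below it in YAP KD and above it in YAP OE, compared with 30.3% of all genes, which argues against the scaling of the libraries. Only 5 of the 20 had whole expected counts in every library. All 5 were lower in YAP KD and higher in YAP OE, although 0 of them were called in either experiment and 0 and 2 had an unadjusted p under 0.05. Since a whole count does not exclude sharing, this speaks only weakly against read sharing as the whole explanation. A GC value was at hand for 16 of the 20 genes. With the GC trend removed, 14 of these 16 were lower in YAP KD and higher in YAP OE, as before its removal, and fry on the 16 gave an adjusted p of 0.0243 in YAP KD and 0.0283 in YAP OE (adjusted over the 2 tests). This argues against the GC trend as the whole cause for these 16 genes. The other genes could not be corrected. The mean change of the 20 genes was from -0.49 to -0.18 in YAP KD and from 0.16 to 0.31 in YAP OE. All YAP OE libraries lay above all CTR OE libraries, but YAP KD replicate 3 (-0.18) lay within the range of CTR KD (-0.20 to 0.13). These values are consistent with a 2-cell-like state that follows YAP, as a hypothesis. In the controls, 18 of the 42 listed genes present had more than 1 CPM.

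Some large fold changes went with a division of reads between copies. Cphx1 was called in YAP KD with a log2 fold change of -7.44, with 147.46, 77.22 and 22.04 expected counts in CTR KD and at most 0.71 in YAP KD. The sum of Cphx1, Cphx2 and Cphx3 did not differ (-0.19, SE 0.0701, edgeR adjusted p = 0.1644139). In YAP KD replicate 3 and YAP OE replicate 3 nearly all counts had gone from Cphx2 to Cphx3. Gm13040 and Gm13057 had 0 counts in every CTR OE library and about 20 in every YAP OE library, but Gm13043 fell from between 40.71 and 51.23 counts to between 0 and 25.71, and the sum of the 3 genes did not differ (0.17, SE 0.188, adjusted p = 0.7883009). Gdf1 fell in YAP OE, while Cers1, which overlaps it, had 0 expected counts in CTR OE replicates 1 and 2. Their sum did not differ (-0.19, SE 0.0926, adjusted p = 0.410733). Sharing of reads is a possible explanation for all 3 patterns, and no biological explanation was tested.

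Cyr61 and Ctgf, both YAP targets, did not respond alike. Ctgf changed more in the knockdown and Cyr61 only in the overexpression. In 1 fit over all 12 libraries, the sum of the knockdown and the overexpression effect, which is 0 when they mirror each other, was 0.96 for Cyr61 (SE 0.156, edgeR adjusted p = 0.00539118) and -0.39 for Ctgf (SE 0.0716, adjusted p = 0.0107). Mirrored effects of equal size are thus argued against for both genes, and 183 genes in all were past the threshold in this test. Both genes were picked after their effects had been seen, so the sums are not independent evidence of a difference. With the GC trend removed, Cyr61 still rose in YAP OE, by 1.00 (0.9972705 unrounded), so that trend is argued against as well. Why the genes differ was not tested.

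H19, Igf2 and Peg10 were first noticed as higher in YAP OE, and the other 39 of 42 listed imprinted genes were then tested in YAP OE. Of the 35 with enough counts, 5 were called and all of these were upregulated, but 17 were higher and 18 lower, and the list did not pass the threshold with fry (adjusted p = 0.0595). In YAP KD the 35 genes did not pass it as a group with fry (adjusted p = 0.433), with 12 higher and 23 lower. Single genes did change there, as 4 were called as upregulated and 5 as downregulated. A change of imprinted genes as a group can therefore be neither shown nor excluded.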
